# Profiling the lncRNA-miRNA-mRNA interaction network in the submandibular gland of diabetic mice

**DOI:** 10.1186/s12902-022-01019-1

**Published:** 2022-04-21

**Authors:** Xi-Jin Shi, Hui-Min Liu, Li Li, Yan Zhang, Xin Cong, Li-Mei Liu, Li-ling Wu, Ruo-Lan Xiang

**Keywords:** Diabetes mellitus, Hyposalivation, lncRNA, ceRNA, Microarray

## Abstract

**Background:**

Hyposalivation is one of the common symptoms of diabetes. Although long non-coding RNAs (lncRNAs) have recently been reported to play important roles in the pathogenesis of diabetes, the role of lncRNAs in diabetes-induced hyposalivation remains unknown.

**Methods:**

The present study aimed to explore the function of lncRNA-microRNA-mRNA regulatory network in the submandibular gland (SMGs) under the context of diabetes. LncRNA expression profile of the SMGs was analyzed using microarray technology. Differentially expressed lncRNAs were confirmed using real-time quantitative PCR. Bioinformatics analyses were performed, and Coding-non-coding gene co-expression (CNC) and competing endogenous RNA (ceRNA) networks were constructed to explore the potential mechanisms of diabetes-induced hyposalivation.

**Results:**

A total of 1273 differentially expressed lncRNAs (536 up-regulated and 737 downregulated) were identified in the SMGs tissues of db/db mice. CNC and ceRNA network analyses were performed based on five differentially expressed lncRNAs validated by real-time quantitative PCR. Gene Ontology analysis of target genes of CNC network revealed that “calcium ion binding” was a highly enriched molecular function. Kyoto Encyclopedia of Genes and Genomes pathway analysis of target genes of ceRNA network revealed that the “mammalian target of rapamycin signaling pathway” was significantly enriched.

**Conclusions:**

On the whole, the findings of the present study may provide insight into the possible mechanism of diabetes-induced hyposalivation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12902-022-01019-1.

## Introduction

Diabetes is a group of metabolic diseases characterized by abnormal insulin secretion and/or insulin resistance. In addition to causing long-term damage to different organs, diabetes can also change the function of salivary glands and may cause changes in the composition and volume of salivary secretion, thus affecting the oral homeostasis [1]. Some studies have found that the salivary flow of diabetic patients is significantly decreased compared with control group [2, 3]. Clinical studies showed that 92.5% of the elderly patients with type 2 diabetes suffered decreased salivary flow rate [4]. Saliva played a key role in digestion, taste, cleaning, hydration of oral mucosa and tooth protection and was essential for maintaining the dynamic balance of the oral environment [5]. Damage to the salivary glands was typically manifested as a reduction in salivary flow, which can be converted into bad subjective feelings such dry mouth, taste disorders, difficulty with swallowing and chewing, and increased risk of caries. These feelings ultimately have a negative impact on quality of life. Many studies have demonstrated that the incidence of oral fungal and bacterial infection, lichen planus and caries was high in patients with diabetes [2, 3, 6]. In our previous study, we observed atrophy of the acini, and decreased stimulated salivary flow of SMG in db/db mice [7]. However, the mechanism by which diabetes induces SMG damage is not clear.

LncRNA is a class of RNA molecules that are greater than 200 nucleotides in length. In recent decades, lncRNAs have been identified as important epigenetic factors that regulate various human diseases, such as cancer, neurodegenerative diseases and cardiovascular diseases [8–12]. Recent studies have shown that the incidence and development of type 2 diabetes was associated with lncRNAs. Downregulation of the lncRNA ANRIL improved the cardiac function index and inflammatory factor expression in diabetic rats, enhanced the pathological state of myocardial tissue and myocardial remodeling, and reduced the area of myocardial collagen deposition [13]. The lncRNA NONRATT021972 was upregulated in diabetic rat nervous system cells, suggesting that it may participate in the pathophysiological processes associated with sympathetic neurons in diabetes [14]. Downregulation of the lncRNA SOX2OT regulated the NRF2/HO-1 signaling pathway and protected against high glucose-induced damage in retinal ganglion cells in vivo and in vitro [15]. Based on these findings, we hypothesized that lncRNAs represented a potential cause of diabetes-induced reductions in salivary secretion. CeRNA can regulate each other at post-transcription level by competing for common miRNAs [16]. LncRNA MEG3 acted as a ceRNA of miR-214 to promote hepatic insulin resistance by facilitating the expression of ATF4 [17]. Protein-coding mRNA DKK1 and PTEN served as ceRNA, showing crosstalk and affecting the expression of each other via competition for miRNAs binding [18]. In studies exploring lncRNAs, the identification of a target gene and its correlation with diabetes-related xerostomia can help us to understand the pathology of diabetes-related xerostomia and provide further information for the treatment of diabetes-related xerostomia.

To better understand the function of lncRNA in the impairment of salivary function in diabetes, this study characterized the expression profiles of lncRNA in the SMG tissues of db/db and db/m mice using microarray. The establishment of CNC and ceRNA networks based on lncRNA may help to explore the potential functions of lncRNAs in diabetes-induced SMG dysfunction.

## Material and methods

### Animal models

Sixteen-week-old male db/db mice (a model of spontaneous type 2 diabetes mellitus) were purchased from Changzhou Cavens Laboratory Animal (Changzhou, China). Studies have found that estrogen can reduce insulin resistance, improve the ability to deal with glucose, so as to reduce blood glucose. So we used male mice in our research to avoid the effects of estrogen [19]. Age and weight matched db/m mice were used as control group. All experimental procedures were performed in accordance with the Guidelines for the Care and Use of Laboratory Animals (NIH Publication No. 85-23; revised 1996). The study was carried out in compliance with the ARRIVE guidelines as well as the relevant national laws on the protection of animals. All mice were maintained at room temperature with a relative humidity of ~ 60% environment with a 12 h light-dark cycle and fed normal food and water. After anesthesia and sacrifice with CO_2_, the SMG was removed immediately from the animal, frozen in liquid nitrogen for 1 min, and then stored at − 80 °C.

### RNA extraction and microarray analysis

Four mice were andomly chosen from each group. The total RNA was extracted from the SMG tissues using the TRIzol LS Reagent (Invitrogen, CA, USA), and was used for lncRNA microarray analysis (KangCheng, Shanghai, China). The concentration and purity of RNA were measured using a NanoDrop ND-1000 (Thermo, MA, USA), and quantity and integrity of RNA was tested using denaturing agarose gel electrophoresis. Microarray hybridization was performed using Quick Amp Labeling Kit, One-Color (Agilent, CA, USA) based on the manufacturer’s standard protocols. Agilent Feature Extraction software (Agilent, CA, USA) was used to analyze acquired array images. Quantile normalization and subsequent data processing were performed using the GeneSpring GX v12.1 software package (Agilent, CA, USA). All microarray hybridization and analyses were performed by KangChen Biotech (Shanghai, China). The accession number of microarray data was GSE141411.

### Real-time quantitative polymerase chain reaction (RT-qPCR)

We selected the 11 most significantly differentially expressed lncRNAs for RT-qPCR validation. Briefly, total RNA was extracted from two groups of SMG tissues using TRIzol reagent (Invitrogen, CA, USA). Total RNA (1 μg) was reverse-transcribed into cDNA using 5X All-In-One RT MasterMix (ABM, Richmond, BC, Canada) according to the manufacturer’s instructions. The RT-qPCR was performed on ViiA™ 7 Real-Time PCR System (Thermo, MA, USA) using a 2X SYBR Green qPCR Master Mix (Bimake, HOU, USA). The RT-qPCR primers were synthesized by Sangon Biotech (Shanghai, China). ΔΔCq method was used.

### Bioinformatics analysis

Volcano plot filtering was used to identify differentially expressed lncRNAs based on the threshold defined as fold-change > 2.0 (Student’s t test *P* < 0.05). The differentially expressed lncRNAs between db/db and db/m mice were displayed by hierarchical clustering. GO analysis (http://www.geneontology.org/) and KEGG analysis (http://www.genome.jp/kegg/) were used to explore the roles of the target genes of differentially expressed lncRNAs [20–22].

### Coding-noncoding co-expression and competing endogenous RNA networks

The normalized signal intensities of differentially expressed mRNA from whole-genome expression profiling (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141412) and differentially expressed lncRNA validated by RT-qPCR were used to construct CNC networks. In this study, lncRNAs, mRNAs, and miRNAs were collected from the same batch of samples. The lncRNA-mRNA pairs were identified based on a Pearson’s correlation coefficient of more than 0.95. The CNC network was constructed using Cytoscape software (The Cytoscape Consortium, CA, USA). Next, we constructed the lncRNA-miRNA-mRNA ceRNA networks based on microarray data. The lncRNA-miRNA interactions and miRNA-mRNA pairs were predicted using Arraystar’s home-made miRNA target prediction software and TargetScan & miRanda [23–26].

### Statistical analysis

Statistical analysis was performed by GraphPad Prism 5.0 (GraphPad Software, USA). Data of relative expression level of lncRNAs were expressed as the mean ± standard error. Student’s t-test was used to test whether the two sets of data were statistically significant, and *P* < 0.05 was considered to indicate statistical significance of gene expression difference between the two group.

## Results

### Expression profiling of lncRNAs in the SMG in db/db mice

In our study, lncRNA expression profile of the SMG tissues was carried out using microarray analysis. In comparison with db/m mice, 1273 differentially expressed lncRNAs were identified in the SMG tissues from db/db mice, including 536 upregulated and 737 downregulated lncRNAs (fold-change *>* 2.0, *P <* 0.05). 

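SMG tissues from 4 male db/db mice (replicates 1, 3, 4 and 5) and 4 male db/m mice (replicates 1 to 4) were each measured on 1 one-color array. The methods give the age of the mice as 16 weeks and the sample labels give 8 weeks. The processed signals, which Feature Extraction had corrected for background but not normalized between arrays, were floored at 1, converted to log2 and quantile normalized, and the spots of each probe were averaged. Of 60915 probes analysed, the 37204 probes well above background in at least 4 of the 8 arrays were tested between the groups with limma. Between 58.2% and 67.9% of the spots were well above background in the db/db arrays and between 56.7% and 60.6% in the db/m arrays. The number of arrays limits the precision. By their recorded codes, all 4 db/db arrays shared 1 slide and all 4 db/m arrays another. The db/m replicates 2 and 3 carry the same slide and position, which only 1 array can hold, and replicate 2 was scanned on another day than the other 7 arrays, so that it was taken as a slide batch of its own, which is an inference. The files do not pair the probes with genes or divide them into lncRNA and mRNA probes, so that only the lncRNAs in Table 1 and 15 reference gene probes with an accession were named, and all tested probes were counted together. A fold was taken from the difference between group means of the normalized log2 signal, and so is a ratio of geometric means. For a probe not well above background in any array of 1 group, the fold was taken against the lowest signal well above background in each array, or the probe's own signal where that was higher, and is given as a lower bound.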

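In the SMG tissues of db/db mice, 926 of the 37204 probes tested were higher and 1012 were lower than in db/m mice at a limma adjusted p under 0.05 and a fold over 2. Among 505 tested probes that the array names as lincRNA, a group chosen after the data were seen, 16 were higher and 18 were lower (16 and 19 when adjusted over these probes alone). At the thresholds of the methods, with limma's unadjusted p, 1293 probes were higher and 1526 were lower, against 391 and 450 after normexp background correction and 844 higher among probes well above background in all 8 arrays. The total of 1938 past the adjusted limit became 2000 with scan day as a block, which is also the count within the day that holds both groups, and 1846 with the 3 inferred slide batches as a random block. By the recorded codes alone, slide and genotype coincide. The total was 894 without db/m replicate 3, 966 without db/m replicate 4, 634 after normexp background correction, 1080 with no filter on dim probes and 433 with the methods' t-test after Benjamini-Hochberg adjustment. The lincRNA probes that were higher numbered 9 without db/db replicate 1, 10 without db/db replicate 4, 10 without db/m replicate 3 and 5 without db/m replicate 4, and those that were lower numbered 11 without db/db replicate 1, 6 without db/m replicate 3 and 7 without db/m replicate 4. They numbered 1 higher and 6 lower after normexp background correction, 1 and 1 with the methods' t-test, 9 and 11 among probes well above background in all 8 arrays, 8 lower with no filter on dim probes, and 0 and 0 with the authors' value table, the methods' t-test and no filter together, a setting chosen after seeing the data. From the lncRNAs that differed, the paper proposes a role for them in the hyposalivation of diabetes.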

Table 1 provided the top ten upregulated and downregulated lncRNAs. 

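Of the 20 lncRNAs in Table 1, 10 were higher in the SMG tissues of db/db mice and 9 were lower at a limma adjusted p under 0.05 and a fold over 2. The study chose these lncRNAs on the same arrays, so that their direction is not independent evidence. Mup-ps4, a pseudogene among the genes of the major urinary proteins, rose from a log2 signal of 5.21 ± 0.80 (SD, n = 4) in db/m mice to 11.98 ± 1.20 (SD, n = 4) in db/db mice, a 109-fold difference (limma adjusted p = 0.000151). Mup-ps20, another pseudogene of this family, was 32.6-fold higher (log2 fold change 5.03, limma adjusted p = 0.000252). The probes of this family may share transcripts, which was not tested because their sequences are not analysed here. The lncRNA uc.86 was 29.1-fold higher (limma adjusted p = 5.71e-05), and AK078011, which was well above background in 1 of 4 db/m arrays, was 30.8-fold higher (limma adjusted p = 0.000236). Gm12897, humanlincRNA1158 and TCONS_00006898 were not well above background in any db/m array and were at least 19.5-fold, at least 19.4-fold and at least 16.3-fold higher in db/db mice (limma adjusted p = 0.000252, 0.000108 and 3.71e-05). Gad1os, which overlaps Gad1, the gene of an enzyme that makes GABA, and Gm16292 were not well above background in any db/db array. They were at least 8.82-fold and at least 6.58-fold lower in db/db mice (limma adjusted p = 0.00158 and 0.000835). The Myo15 transcript, well above background in 1 of 4 db/db arrays, was 13.8-fold lower, AK076356, well above background in 3 of 4, was 10.2-fold lower, and XLOC_012418 was 9.18-fold lower (limma adjusted p = 0.00125, 0.00236 and 0.01). The transcript of Uqcr10, a gene of a subunit of respiratory complex III, had a log2 fold change of -3.66 (standard error 1.03, limma adjusted p = 0.0558), with log2 signals of 8.07, 8.32, 3.53 and 3.47 in db/db replicates 1, 3, 4 and 5. It passed in 5 of 20 alternatives, among them without db/db replicate 1 (adjusted p = 0.0332) and without db/db replicate 3 (adjusted p = 0.0316), and its adjusted p ranged from 0.0177 to 0.287. For each of the 20 lncRNAs, all 4 db/db arrays lay on the same side of all 4 db/m arrays (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 mice against 4 allow). The test of XLOC_012418 did not pass with no filter on dim probes (adjusted p = 0.0547) or with the methods' t-test (adjusted p = 0.0853; range over 20 alternatives 0.00389 to 0.127). After normexp background correction, Mup-ps4 was 40.8-fold and AK078011 3.28-fold higher, the bounds of Gm12897, humanlincRNA1158 and TCONS_00006898 were at least 4.48-fold, 4.20-fold and 3.81-fold, and those of Gad1os and Gm16292 were at least 2.20-fold and 1.83-fold, so that the bounds above hold only for the processed signal. Myo15 was then 2.28-fold, AK076356 2.71-fold, XLOC_012418 4.36-fold and Uqcr10 4.85-fold lower, and Gm16292 no longer passed the fold limit. AK078011 was at least 13.5-fold higher without db/m replicate 4 and 19.6-fold with array weights. The fold of Uqcr10 was 21.1 and 22.3 without db/db replicates 1 and 3, and 7.37 and 7.27 without db/db replicates 4 and 5. With the authors' value table, no filter and the methods' t-test together, an alternative chosen after seeing the data, Gad1os (adjusted p = 0.064; range over 19 alternatives 0.000165 to 0.064) and AK076356 (0.0742; range 0.00024 to 0.0742) did not pass.

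**Figure D1:**
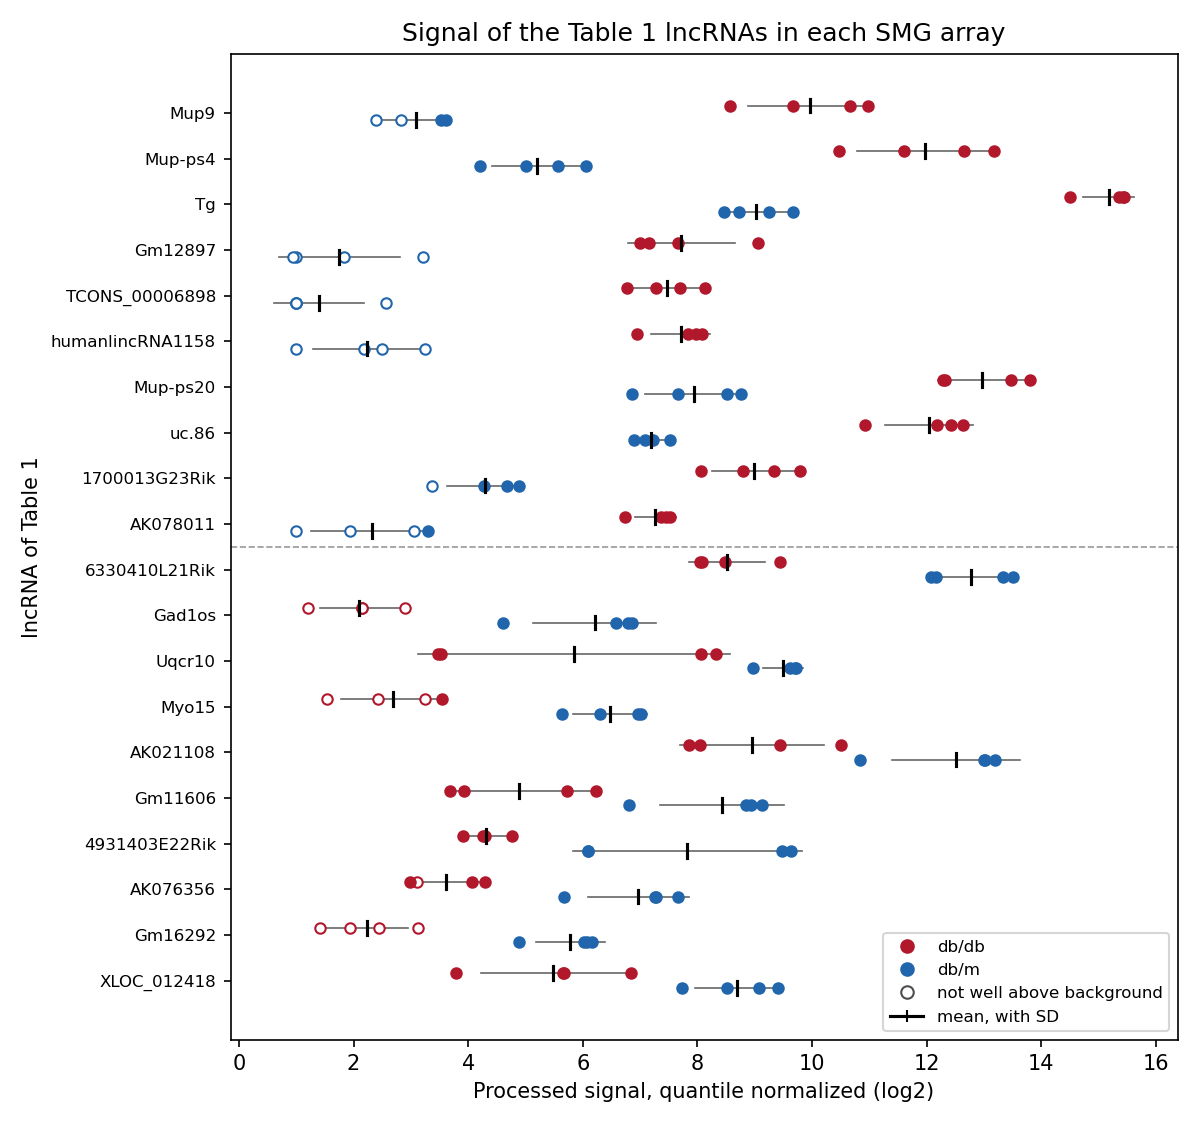
Quantile normalized log2 signal of the 20 lncRNAs in Table 1 (vertical axis) in each SMG array, with db/db mice in red and db/m mice in blue. Each point is 1 mouse, open points were not well above background, black ticks are group means and grey lines the SD (n = 4). The db/db and db/m points do not overlap for any of the 20 lncRNAs, and those of Uqcr10 in db/db mice lie between 3.47 and 8.32.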

A volcano plot of lncRNA expression profiles was displayed in Fig. 1A, the heat maps of the 60 most significantly differentially expressed lncRNAs (30 upregulated and 30 downregulated) was displayed in Fig. 1B.

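Of the probes past both limits, 183 were over 4-fold higher and 206 over 4-fold lower, while 30 were over 16-fold higher and 4 over 16-fold lower. Over 32-fold, 13 probes were higher and 0 were lower. Among the probes past both limits, 108 were not well above background in any db/m array and 39 were not in any db/db array, and the fitted folds of these probes depend on the floor. Across probes, which are not independent replicates, Pearson's r between arrays ranged from 0.957 to 0.983 within db/db mice, from 0.964 to 0.988 within db/m mice and from 0.944 to 0.969 between the groups.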

**Table 1:** Top 10 upregulated and downregulated lncRNA in microarray

Probe Name	Regulation	Seqname	Gene Symbol	RNA length	Chrome	Fold Change	***P***-value
ASMM10P027186	up	ENSMUST00000137025	Mup9	787	chr4	118.8211935	3.21678E-05
ASMM10P055456	up	ENSMUST00000169784	Mup-ps4	474	chr4	109.195563	8.37692E-05
ASMM10P003383	up	ENSMUST00000163495	Tg	4952	chr15	68.820901	2.01088E-06
ASMM10P029469	up	ENSMUST00000120341	Gm12897	250	chr4	35.7783047	5.78685E-05
ASMM10P055944	up	TCONS_00006898	TCONS_00006898	75	chr12	34.9270569	2.16253E-06
ASMM10P058117	up	AI642987	humanlincRNA1158	226	chr2	33.6200933	5.09835E-06
ASMM10P027204	up	ENSMUST00000121132	Mup-ps20	389	chr4	32.1768747	0.000137217
ASMM10UP787	up	uc.86+	uc.86	340	chr2	28.8579697	2.12019E-05
ASMM10P002133	up	ENSMUST00000139794	1700013G23Rik	446	chr11	25.8974187	8.39099E-05
ASMM10P010990	up	AK078011	AK078011	742	chr14	22.7760404	6.19189E-06
ASMM10P026501	down	NR_040589	6330410L21Rik	3869	chr3	19.1022874	0.000141403
ASMM10P020728	down	NR_040496	Gad1os	905	chr2	13.125109	0.000521638
ASMM10P002832	down	ENSMUST00000151559	Uqcr10	510	chr11	12.6015112	0.036962683
ASMM10P048643	down	ENSMUST00000122825	Myo15	2285	chr11	11.9126698	0.000174835
ASMM10P010250	down	AK021108	AK021108	489	chr13	11.7795425	0.00555039
ASMM10P036325	down	ENSMUST00000120706	Gm11606	617	chr1	11.6265157	0.005532558
ASMM10P019099	down	NR_045306	4931403E22Rik	668	chr19	11.4948991	0.013329559
ASMM10P025520	down	AK076356	AK076356	2681	chr3	10.2321104	0.000895843
ASMM10P020729	down	ENSMUST00000150702	Gm16292	608	chr2	9.5576314	0.000103482
ASMM10P019262	down	TCONS_00016118	XLOC_012418	330	chr19	9.1857411	0.004675328

**Fig. 1:**
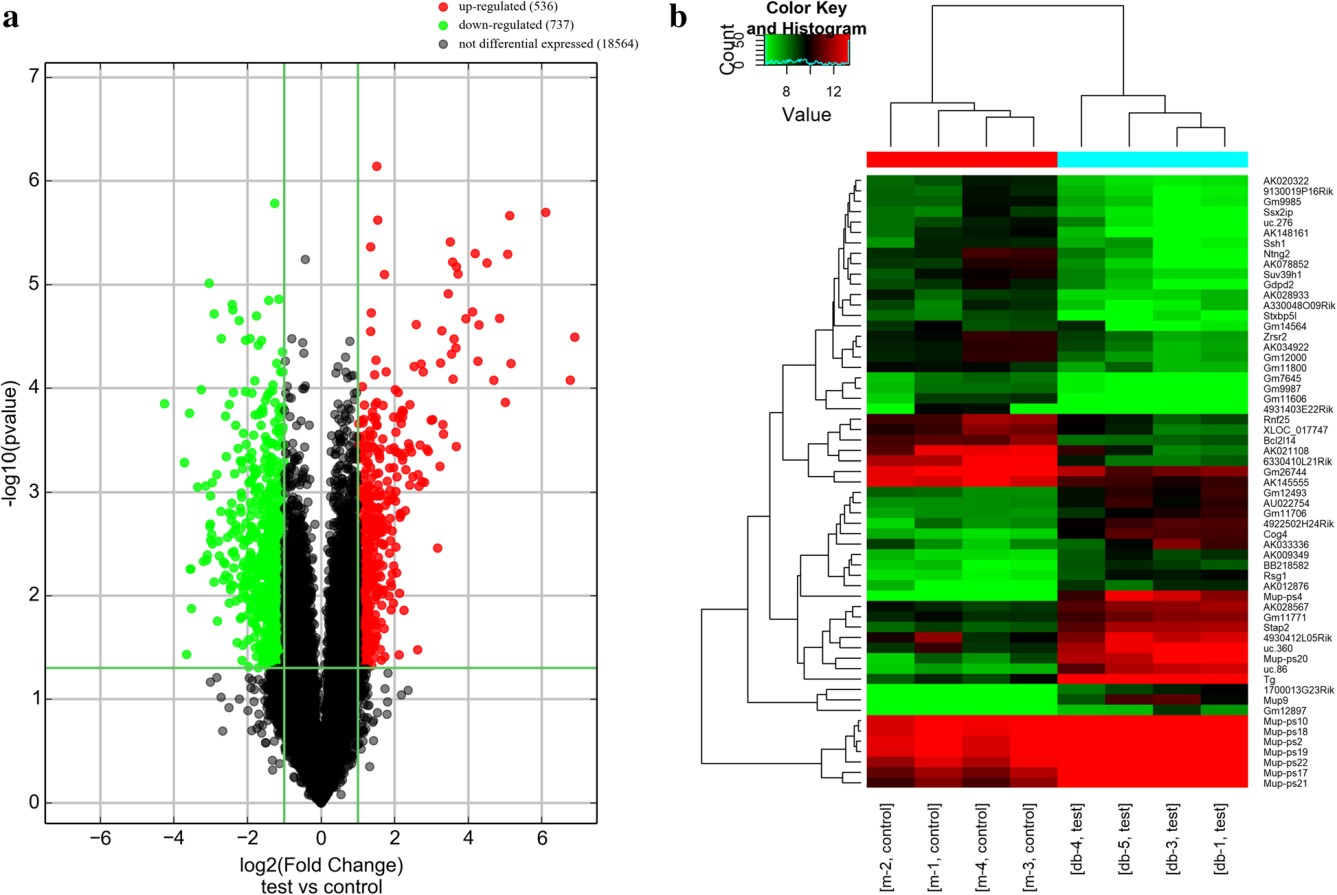
The expression profiling changes of significantly differentially expressed lncRNAs in db/db and db/m mice. **A** Volcano plots presenting differences in the expression of lncRNAs between db/db mice and db/m mice. **B** Heat maps showing the top 60-fold change distinct mRNAs expression profiles between the db/db mice and db/m mice

### Validation of lncRNA microarray results

Because there is no previous research that has explored the relationship between lncRNA and saliva secretion in diabetes, there is no literature that can be referred to. Considering that the most differentially expressed lncRNAs should play an important role in the process, we chose the top 10 (up and down regulated) differentially expressed lncRNAs in our study [27]. In these 20 lncRNAs, 9 lncRNAs could not be verified by qRT-PCR because primers could not be designed. 

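Ranked by fitted fold among all tested probes past both limits whose groups did not overlap, 6 of the 10 highest probes in db/db mice and 3 of the 10 lowest are in Table 1. Among these, TCONS_00006898, Gm12897, humanlincRNA1158 and Gad1os were not well above background in any array of 1 group, so that their ranks, and with them these counts, depend on the floor. The files do not pair the others with genes and do not say whether they measure lncRNAs or mRNAs. The largest of these increases was that of probe ASMM10P027185, at 73.8-fold (log2 fold change 6.21, standard error 0.48, limma adjusted p = 0.000101), followed by ASMM10P021779 at 58.3-fold (limma adjusted p = 0.000139). The largest decrease was that of ASMM10P043104, at 21.3-fold (log2 fold change -4.41, standard error 0.64, limma adjusted p = 0.00413). It did not pass with the methods' t-test (adjusted p = 0.0635; range over 20 alternatives 0.000194 to 0.0952). After normexp background correction, the log2 fold changes of the 3 probes were 4.98, 4.42 and -3.79, and that of ASMM10P043104 was -5.16 without db/db replicate 5. 6330410L21Rik fell further than ASMM10P043104 after normexp background correction (log2 fold change -3.98) and with scan day as a block. It also fell further without db/db replicate 1, db/db replicate 4 (-4.57 against -4.12) or db/m replicate 2. In the other settings ASMM10P043104 fell further.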

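Of the 11 lncRNAs that were measured by RT-qPCR, 7 have a probe in Table 1, and all 7 passed the limma test with a fold over 2. AK021108, Gm11606 (ENSMUST00000120706) and 4931403E22Rik (NR_045306), a lncRNA that overlaps Smarca2, the gene of a chromatin remodeler, were lower in the arrays of db/db mice. AK021108 was 11.8-fold lower (log2 fold change -3.56, standard error 0.65, limma adjusted p = 0.0109), with a log2 signal of 10.84 in db/m replicate 2 and from 13.00 to 13.20 in the other db/m arrays. Gm11606 was 11.6-fold lower (log2 fold change -3.54, limma adjusted p = 0.011), with 6.81 in db/m replicate 2 and from 8.85 to 9.12 in the others. In db/db replicates 1, 3, 4 and 5, AK021108 had 8.04, 7.85, 10.51 and 9.44 and Gm11606 had 3.68, 3.92, 6.23 and 5.73. Whether the probes of AK021108 and Gm11606 read a shared transcript was not tested, so that they may not be separate results. The log2 signal of 4931403E22Rik was 4.30 ± 0.35 (SD, n = 4) in db/db mice and 7.83 ± 2.00 (SD, n = 4) in db/m mice, an 11.5-fold difference (limma adjusted p = 0.0231). Its signals in db/m replicates 1, 2, 3 and 4 were 9.64, 6.10, 6.09 and 9.47, so that this fold lies between the separate mice. Neither AK021108 nor Gm11606 passed with no filter on dim probes (adjusted p = 0.0594 and 0.0596) or with the methods' t-test (0.0888 and 0.0889), and over 20 alternatives their adjusted p ranged from 0.00283 to 0.134 and from 0.00215 to 0.134. That of 4931403E22Rik ranged from 0.0135 to 0.185, and it did not pass without db/db replicate 1 (0.0504), db/db replicate 3 (0.0523), db/db replicate 5 (0.0501) or db/m replicate 4 (0.0663), after normexp background correction (0.11), with no filter (0.091) or with the methods' t-test (0.122). Its fold was 4.06 after normexp background correction, 6.80 with array weights and 7.56 without db/m replicate 1, and that of Gm11606 was 4.32 after normexp background correction. Without db/m replicate 2, AK021108 was 17.4-fold, Gm11606 16.9-fold and 4931403E22Rik 17.1-fold lower. With the replicate number as a block they were 19.4-fold, 20.5-fold and 17.1-fold lower.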

Finally, 11 lncRNAs (NR-040589, ENSMUST00000142612, ENSMUST00000139794, ENSMUST00000163495, ENSMUST00000137025, AK021108, NR-045306, ENSMUST00000156336, ENSMUST0000014113, ENSMUST00000120706 and ENSMUST0000069768) were selected from microarray results to carry out RT-qPCR. Of these, five lncRNAs, including 2 downregulated (NR_040589 and ENSMUST00000142612) and 3 upregulated (ENSMUST00000139794, ENSMUST00000163495, and ENSMUST00000137025), were consistent with microarray analysis results (Fig. 2). 

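On the arrays, the transcript of Mup9, a gene of a major urinary protein, rose 118-fold in db/db mice, from a log2 signal of 3.09 ± 0.58 (SD, n = 4) in db/m mice to 9.97 ± 1.09 (SD, n = 4), with a log2 fold change of 6.88 (standard error 0.48, limma adjusted p = 5.71e-05). It was well above background in 2 of 4 db/m arrays, and the sequence that would show whether its probe also binds other Mup transcripts is not analysed here. The transcript of Tg, the gene of thyroglobulin, the precursor of thyroid hormones, rose 71.1-fold (limma adjusted p = 6e-06). Its log2 signal rose from 9.03 ± 0.54 (SD, n = 4) in db/m mice to 15.18 ± 0.45 (SD, n = 4) in db/db mice. The signal was 14.51 in db/db replicate 4 and from 15.35 to 15.44 in the other db/db arrays. In Table 3 its closest partners are Mup genes. Whether its probe binds only Tg, and which cells of the sample gave the signal, was not tested. The lncRNA 1700013G23Rik, now named Med9os and next to Med9, a gene of a Mediator subunit, rose 25.9-fold (log2 fold change 4.69, limma adjusted p = 0.000181) and was well above background in 3 of 4 db/m arrays. The lncRNA 6330410L21Rik overlaps Egf, the gene of epidermal growth factor, which the SMG secretes, and was 19.1-fold lower in db/db mice. Its log2 signal was 8.52 ± 0.65 (SD, n = 4) in db/db mice and 12.77 ± 0.75 (SD, n = 4) in db/m mice (log2 fold change -4.26, limma adjusted p = 0.000323). Names and neighbors of these genes are from GRCm38.p6. The transcript ENSMUST00000142612 has no probe in Table 1 and was not tested. After normexp background correction, Mup9 was 16.4-fold and 1700013G23Rik 7.52-fold higher.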

The advantages of microarray analysis were fast and efficient, but it also has false positives and false negatives. It is a common phenomenon that qRT-PCR and microarray results are inconsistent. Usually, we selected lncRNA with consistent result for in-depth research [28]. The corresponding primers used were listed in Table 2.

**Fig. 2:**
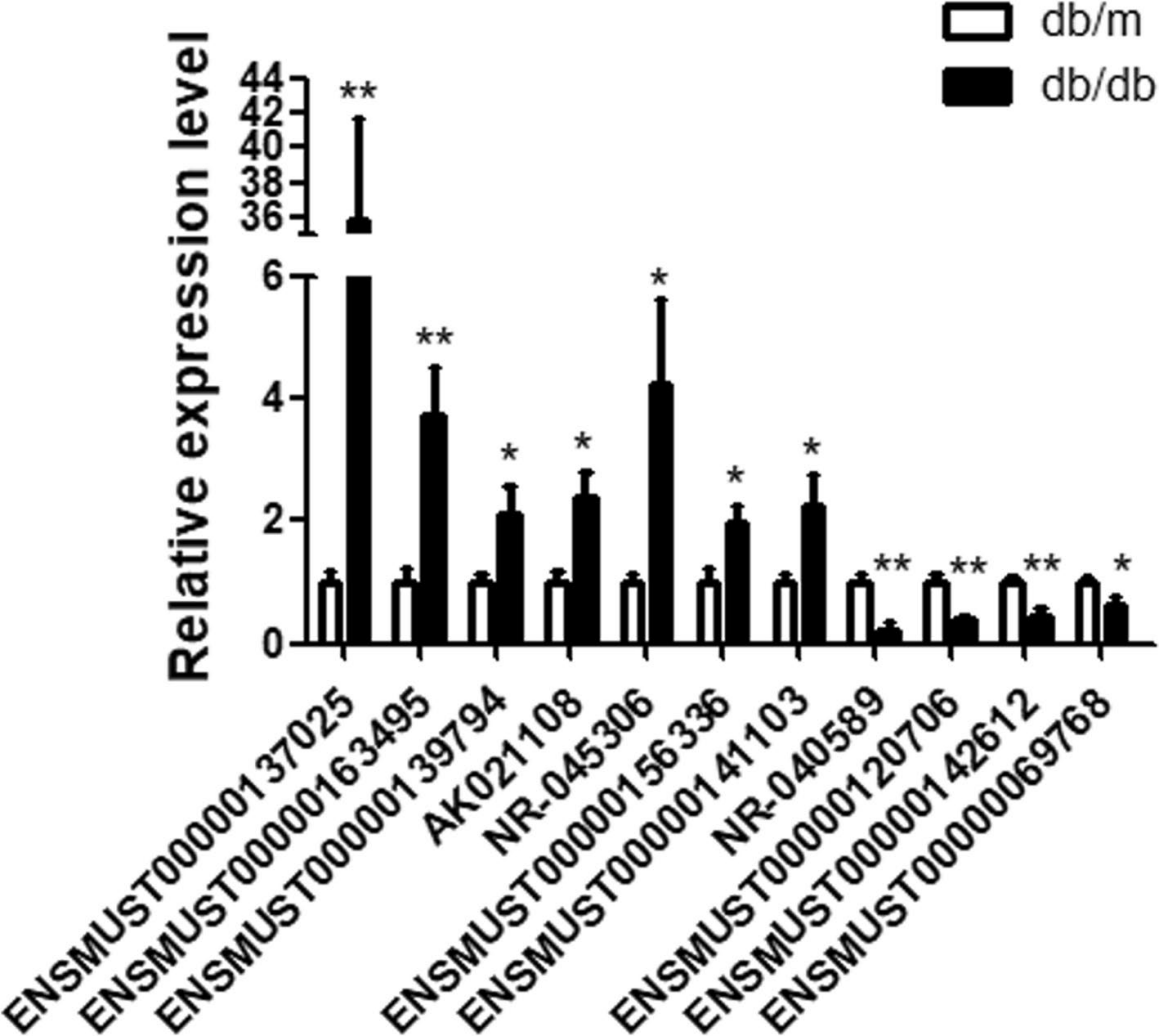
Validation of lncRNA expression. The relative expression levels of selected lncRNAs as detected by RT-qPCR. β-Actin was used as a housekeeping gene for normalizing changes in specific gene expression. *P < 0.05 and **P < 0.01 vs db/m mice, *n* = 6 ~ 9 per group. RT-PCR, real-time quantitative polymerase chain reaction

**Table 2:** The Primers of differentially expressed lncRNAs

LncRNA	Forward prime	Reverse primer
ENSMUST00000137025	TGCACAACTATGTGAGGAGCATGG	GGAGGCTCAGGCCATTCTTCATTC
ENSMUST00000163495	GCAATGAGGAGAGTGGAGCAACC	GTCTGCCAAGAGTCCGAAGTAACC
ENSMUST00000139794	GACTGGCAGGAAGAACGGATGAC	GGCACACCTGGTTCCATCTTAGAC
NR_040589	TCCCGCTTCTCTCGCTTCTCTC	CTGTTGCTCGCCTTCCTGCTG
AK021108	GGTGGCTGTGAAGACGCTGAAG	TTGACAATGTGCTCGTGCTGGAG
ENSMUST00000120706	AGGTGGCTGGTTTCTCTGGA	AGCAGCTACTCTTGCCTGGA
NR_045306	GCCTGCCTGCCTCCTCTCTC	TTCTGAGCCTGGGTGTCTCTGG
ENSMUST00000142612	TTGAGCATGTGCCAGACAGAAGTG	TCTCCATCGTGTTGCCTTCAAGTG
ENSMUST00000069768	ACGGACACCTCTCCTGCCTTG	CTTCCTGAAGCTCGCGGAGAATC
ENSMUST00000156336	ATGAGCGACTGAGCAGGACTACC	GGCTGGCGTCCTCACCTCTAG
ENSMUST00000141103	AACTGAGCAGAGACAGCGTGTG	TCATGGTCTTGTCGTGAGATGACG

### Coding-noncoding co-expression network analysis

Five lncRNAs validated by RT-qPCR and the differentially expressed mRNA from the database (GSE141412) was used to construct the CNC network shown in Fig. 3. There were 615 lncRNA-mRNA connection pairs in the network, including 369 positive connection pairs and 246 negative pairs. 

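The transcripts of Mup9 and Tg and the lncRNAs 1700013G23Rik and 6330410L21Rik, the 4 of 5 CNC lncRNAs with a probe in Table 1, were set against 2400 probes past the paper's thresholds in the methods' t-test, over the 8 arrays. The 20 probes of Table 1 were left out as partners, but other probes of the same transcripts may remain, since the files do not pair probes with genes. The 2400 partner probes hold lncRNAs and mRNAs together, since the files do not divide them. Of 9600 pairs, 609 had a Pearson correlation coefficient above the limit of 0.95 and 327 a negative one beyond the same limit. Tg had 213 such pairs, Mup9 had 218, 1700013G23Rik had 187 and 6330410L21Rik had 318. All partners were chosen for a difference between the 2 genotypes, which form separate groups of 4 arrays, so that the counts are given and no single pooled coefficient. After each genotype's mean was taken out, 23 pairs were beyond the limit, 2 of Mup9, 6 of Tg, 4 of 1700013G23Rik and 11 of 6330410L21Rik. When the lncRNA values were permuted within the genotypes, 45 of 576 permutations gave as many (permutation p = 0.0781, one-sided), with a median of 8. The 936 pairs of the pooled count were reached in 28 of the 576 permutations (permutation p = 0.0486, one-sided), with a median of 460. The total was 1564 without db/m replicate 1, 2023 without db/m replicate 2, 504 after normexp background correction and 421 with Spearman's coefficient. The count with genotype means taken out rose when any 1 array was left out, to 46, 42, 46 and 101 without db/db replicates 1, 3, 4 and 5 and to 55, 59, 40 and 44 without db/m replicates 1, 2, 3 and 4.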

The top ten positive and negative interaction pairs according to the Pearson’s correlation coefficient were showed in Table 3. These closely interaction pairs may be involved in the regulation of saliva secretion of SMG in db/db mice. GO analysis based on the target genes of the CNC network showed that the mostly enriched biological process was “Cellular response to hormone stimulus”, the mostly enriched cellular component was “Extracellular region”, while mostly enriched molecular function was “Calcium ion binding”, as shown in Fig. 4A. KEGG pathway analysis revealed that the mainly enriched pathways were “Cysteine and methionine metabolism”, “Phosphatidylinositol signaling system”, and “Vitamin digestion and absorption”, as shown in Fig. 4B. Cystathionine-gamma-lyase (CTH), glutamate-cysteine ligase modifier subunit (Gclm) and phosphoserine aminotransferase 1 (PSAT1) were enriched in “Cysteine and methionine metabolism”. These enriched GO terms and pathways may participate in the DIO-induced hyposalivation.

**Fig. 3:**
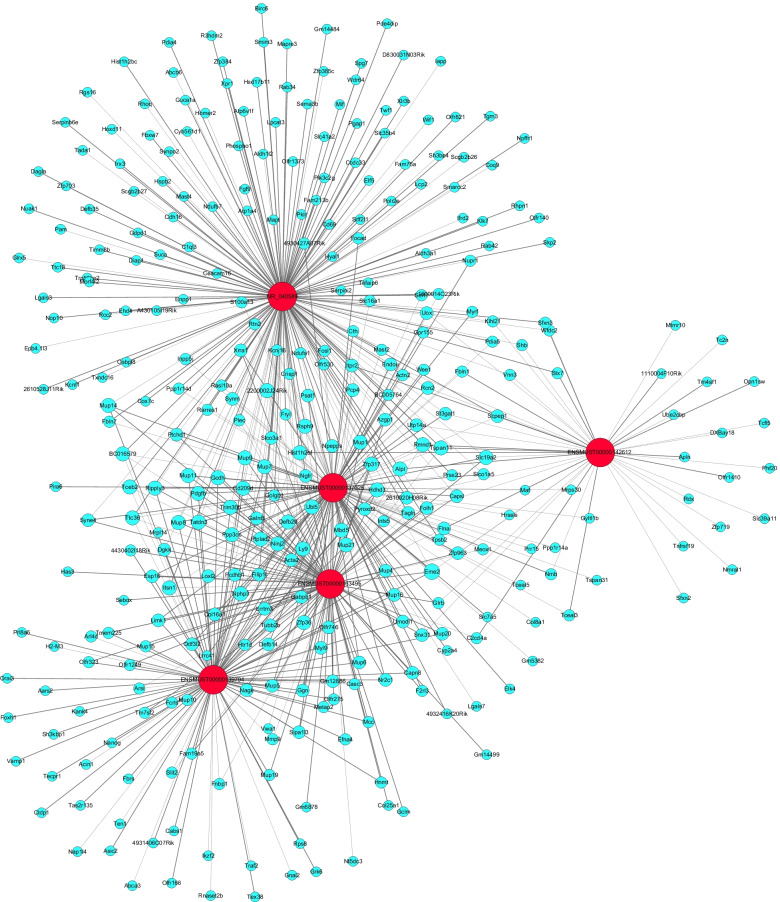
CNC network. Red nodes are lncRNAs, and blue nodes are mRNAs. Positive correlation is a solid line, and negative correlation is a dashed line

**Table 3:** Top ten positive and negative correction pairs of lncRNA-mRNA

mRNA	LncRNA	Pearson’s correlation coefficient	Correlation type	***P***-value	False discovery rate
Mup11	ENSMUST00000163495	0.999661	+	9.75E-11	7.06E-06
Mup1	ENSMUST00000163495	0.998694	+	5.57E-09	0.000202
Mup14	ENSMUST00000163495	0.998433	+	9.60E-09	0.000232
Mup20	ENSMUST00000163495	0.998044	+	1.87E-08	0.000338
Mup8	ENSMUST00000163495	0.997129	+	5.90E-08	0.00078
Mup7	ENSMUST00000163495	0.997041	+	6.46E-08	0.00078
Defb29	ENSMUST00000139794	0.9964	+	1.16E-07	0.001203
Kcnj16	NR_040589	0.995913	+	1.70E-07	0.00154
Mup5	ENSMUST00000163495	0.995466	+	2.32E-07	0.001869
1600014C23Rik	NR_040589	0.995075	+	2.98E-07	0.002063
Acin1	ENSMUST00000139794	−0.95011	–	0.000299	0.035206
Zfp36	NR_040589	−0.95025	–	0.000297	0.035084
Mup7	NR_040589	−0.9503	–	0.000296	0.035024
Utp14a	ENSMUST00000142612	−0.95034	–	0.000295	0.035024
Scgb2b27	NR_040589	− 0.95037	–	0.000294	0.035024
Synm	ENSMUST00000163495	−0.95042	–	0.000293	0.035024
H2-M3	ENSMUST00000139794	−0.9505	–	0.000292	0.034963
Ppp1r14a	ENSMUST00000137025	−0.95051	–	0.000292	0.034963
Ube2cbp	ENSMUST00000142612	−0.95073	–	0.000288	0.034859
Ppp1r14d	ENSMUST00000137025	−0.95078	–	0.000287	0.034859

**Fig. 4:**
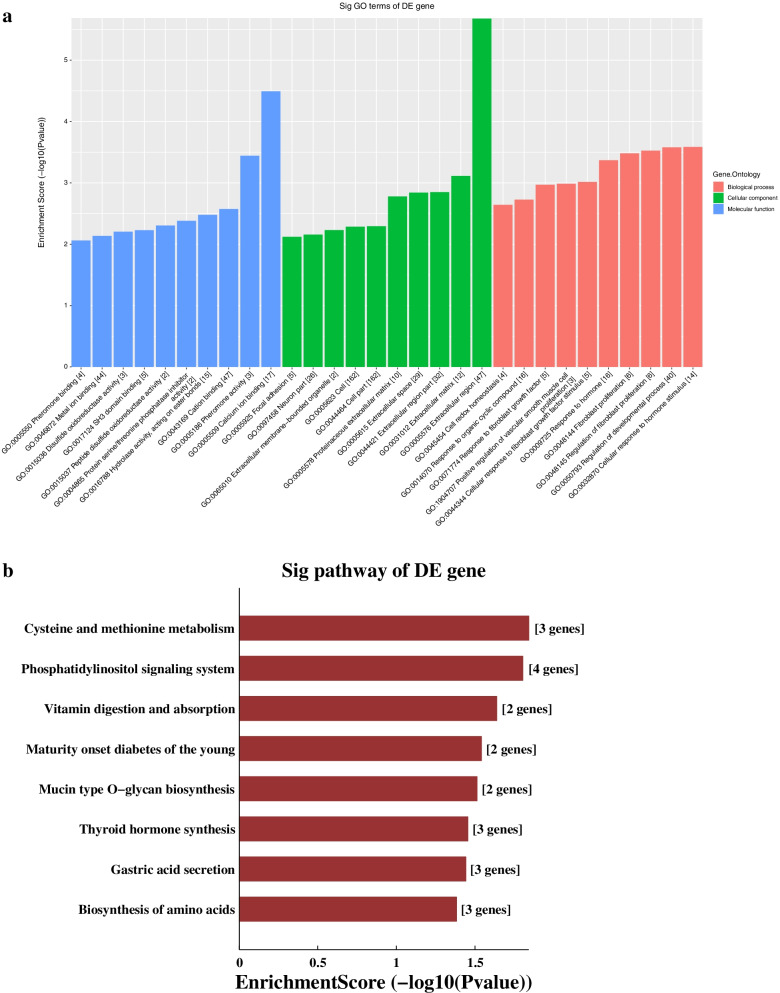
Bioinformatic analysis of CNC network. **A** GO and **B** KEGG pathway analyses based on CNC analysis results

### Competing endogenous RNA network analysis

We constructed ceRNA network based on five lncRNAs validated using RT-qPCR and all differentially expressed mRNAs in the microarray (Fig. 5)*.* We totally found 37 mRNAs in the ceRNA network (Supplemental Table S1). GO analysis based on the target genes of ceRNA analysis results showed that the mostly enriched biological process was “Localization”, the mostly enriched cellular component was “Cell part”, and the mostly enriched molecular function was “Protein binding” (Fig. 6A). KEGG pathway analysis revealed that the main pathways included “Rap1 signaling pathway”, “Renal cell carcinoma” and the “mTOR signaling pathway” (Fig. 6B). Signal-induced proliferation-associated 1 like 3 (SIPA1L3), enabled homolog (ENAH), thrombospondin 1 (Thbs1) et al. were enriched in “Rap1 signaling pathway”. These results showed that biological processes and regulatory pathways might play vital roles in the secretion of SMG in obesity.

**Fig. 5:**
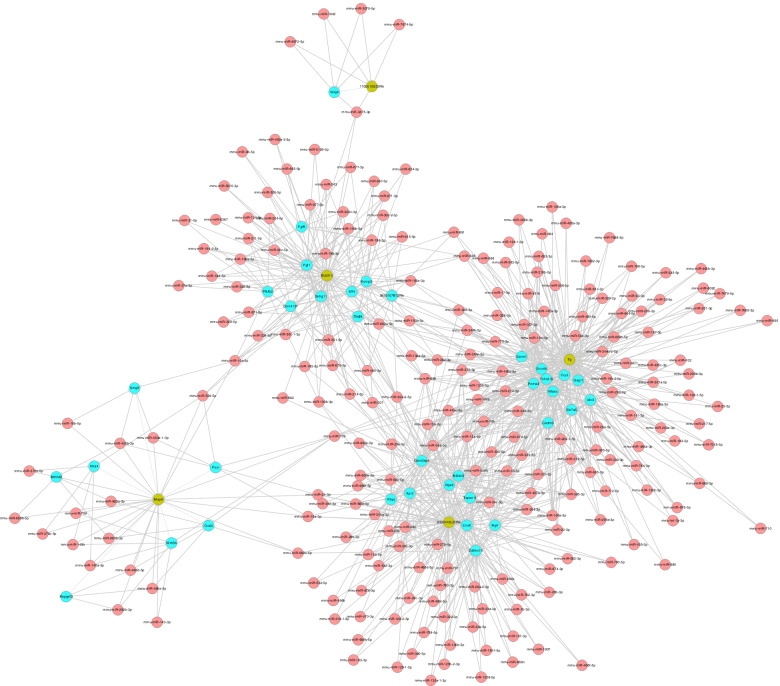
CeRNA network. Red circles represent miRNAs, blue circles represent mRNAs, and green circles represent lncRNAs

**Fig. 6:**
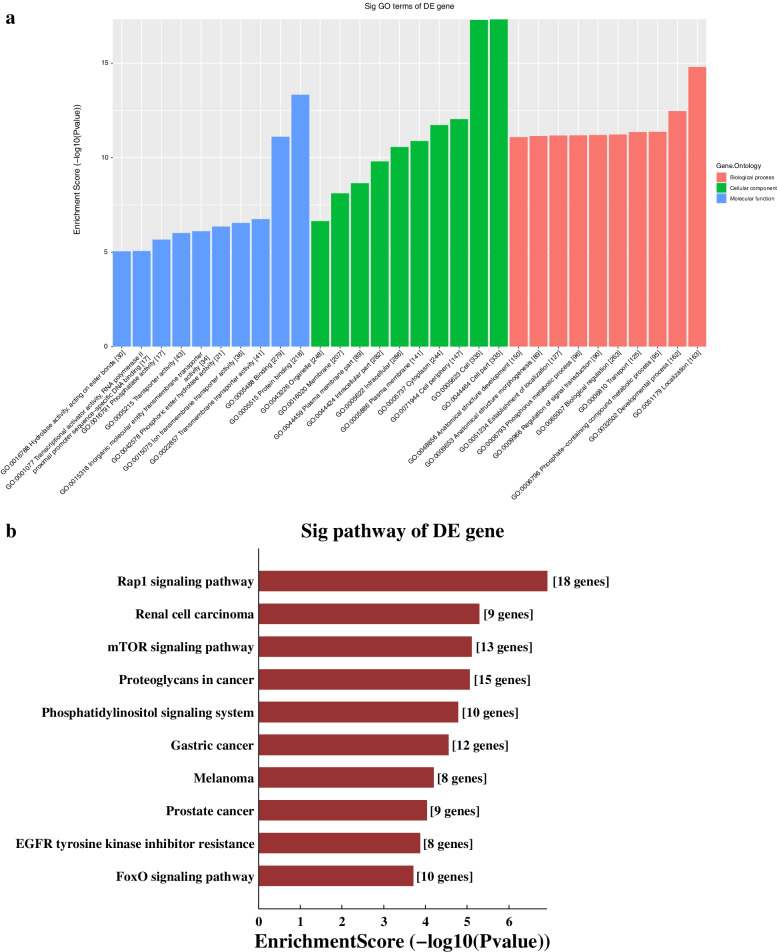
GO and KEGG pathway analyses of the ceRNA network. **A** GO and **C** KEGG pathway analyses based on the competing endogenous RNA analysis results

## Discussion

In humans, approximately 60% of resting saliva and 40% of stimulated saliva is secreted from the SMG [29]. However, studies focusing on the SMG in the context of diabetes are very limited. We collected SMG of mice for high-throughput sequencing to study the underlying mechanism by which diabetes reduced saliva secretion. Compared with db/m mice, 536 upregulated and 737 downregulated lncRNAs were identified, these changed lncRNAs may play an important role in the diabetes-induced hyposalivation.

We performed RT-qPCR verification on 11 differentially expressed lncRNAs with the most significant dysregulations, and five differentially expressed lncRNAs exhibited consistent with the results of high-throughput sequencing. We previously determined the whole genome expression profile of SMG tissues in db/db mouse and found that 1146 mRNAs exhibited significant dysregulation. Of these, 606 mRNAs were upregulated and 540 mRNAs were downregulated, and this data should be found in GSE141412. We used these five lncRNAs to perform CNC network and ceRNA network analyses in combination with 1146 differentially expressed mRNAs.

GO analysis of mRNA obtained from the CNC network showed that “Calcium ion binding” is highly enriched in the molecular function. The mobilization of Ca^2+^ played an important role in salivary secretion, the activation of muscarinic cholinergic receptors rapidly triggered the release of intracellular Ca^2+^ from the endoplasmic reticulum and subsequently the influx of Ca^2+^ from the extracellular medium, resulting in a sustained increase in intracellular Ca^2+^ [30, 31]. The increased intracellular Ca^2+^ induced the transport of aquaporin 5, leading to the formation of water pores and thus promoting the rapid increase in transcellular water permeability [32]. In addition, our previous study found that adiponectin can also induce salivary secretion of the rat db/db mouse by activating adenosine monophosphate-activated protein kinase, and the Ca^2+^ signaling pathway played an important role in this process [33]. In human and rabbit SMGs, the activation of muscarinic cholinergic receptors and transient receptor potential vanilloid subtype 1 increased salivary secretion via increased intracellular Ca^2+^ [34, 35]. In human transplanted epiphora SMG, the elevated intracellular Ca^2+^ mobilization induced by muscarinic acetylcholine receptors activation contributed to hypersecretion [34]. In spontaneously hypertensive rats, the damaged Ca^2+^ response to carbachol was confirmed in the acinar cells of spontaneously hypertensive rats, which may also be related to the reduced salivary secretion caused by hypertension [36]. These studies indicate that the increased intracellular Ca^2+^ derived from extracellular and intracellular Ca^2+^ plays an important role in the salivary secretion of SMG. Our results from microarray analysis show that significantly altered “calcium ion binding”, suggesting that the salivary secretion of the SMG may be also affected by the Ca^2+^ signaling pathway during diabetes. However, the regulatory mechanism of related lncRNA-mRNA requires further research.

KEGG analysis from the CNC network showed that “Cysteine and methionine metabolism” is the highest enriched pathway. An important feature of diabetes is abnormal nutrient homeostasis. One of metabolic abnormalities is to change the metabolism of sulfur-containing amino acid cysteine. Cysteine produced hydrogen sulfide through enzymatic decomposition, which is a gas transmitter regulating glucose and lipid homeostasis [37]. Studies found that type 2 diabetes was associated with lower plasma cysteine levels [38]. Both cysteine and hydrogen sulfide can inhibit β Cells release insulin after glucose stimulation. The level of low hydrogen sulfide found in plasma of patients with type 2 diabetes may be a compensatory response. In addition to regulating insulin secretion, hydrogen sulfide may regulate other aspects of cell physiology include viability and respiratory function of mitochondria. In the stretptozotocin-induced diabetes model, elevated hydrogen sulfide decrease the viability of cultured β Cells [39]. Our previous research found that high glucose (HG) induced mitochondrial dysfunction and PINK1/Parkin-mediated mitophagy in cultivated rat SMG cell line SMG-C6 cells [40]. We also demonstrated that autophagy plays a crucial role in HG-modulated aquaporin 5 degradation, which contributes to the dysfunction of diabetic SMG [7]. However, the mechanism of diabetes inducing mitophagy and mitochondrial dysfunction in salivary gland is still not well understood. Our results from microarray analysis suggested that the salivary secretion of the SMG may be also affected by “Cysteine and methionine metabolism” during diabetes. From these results, we speculated that these 5 validated lncRNAs might the major regulatory molecules.

LncRNA regulates mRNA via various mechanisms, one of which is ceRNA-mediated changes in the expression of downstream molecules regulated by miRNAs. We performed ceRNA network analysis on five significantly altered lncRNAs and 1146 dysregulated mRNAs to identify the related pathways regulated by the miRNA pathway. We also analyzed the obtained mRNAs via GO and KEGG analyses. KEGG analysis suggested that the “mTOR signaling pathway” was significantly enriched, suggesting that these five lncRNAs might affect the downstream “mTOR signaling pathway” through ceRNA. The PI3K/Akt /mTOR pathway is an intracellular signaling pathway that played a key role in regulating cell cycle-mediated processes, including cellular quiescence and cell proliferation [41], and various disease such as epithelial ovarian cancer [42]. Many studies have demonstrated that the “mTOR signaling pathway” plays an important role in the pathophysiological process of diabetes. In MC3T3-E1 cells, high glucose increased the production of reactive oxygen species and induced autophagy by inhibiting the Akt/mTOR pathway [43]. The mTOR/PI3K/Akt pathway was involved in the regulation of autophagy in diabetic kidney [44]. PI3K/Akt/mTOR pathway was significantly downregulated in the brain of streptozotocin-induced type 2 diabetic rats, this might explain the neurodegeneration commonly observed in diabetes [45]. In addition, the mTOR pathway is also related to the process of salivary secretion. Bleomycin induced epithelial to mesenchymal transformation of human SMG cells via the Akt/mTOR pathway [46]. In our previous studies, we found that autophagy induced aquaporin 5 degradation through the PI3K/Akt /mTOR pathway signaling pathway, resulting in decreased salivary secretion of SMG in db/db mice [7]. These studies suggest that the “mTOR signaling pathway” may play an important role in SMG injury caused by diabetes. The five lncRNAs we verified may involve in the regulation of the “mTOR signaling pathway” through the ceRNA mechanism via miRNA sponging, but further research is needed.

KEGG analysis from the ceRNA network also showed that “Rap1 signaling pathway” is the highest enriched pathway. Ras-associated protein1 (Rap1) is a member of the Ras-like small GTP binding protein family. In endothelium Rap1 is a key positive regulator of angiogenesis and an important regulator of endothelial barrier [47]. Constitutive activation of Rap1 has not only led to T cell anergy, but also inhibited autophagy and supported cancer progression through various oncogenic events [48]. In addition, Rap1 signaling has been shown to play a role in Ca^2+^ signaling pathways to control the important cellular functions. Rap1 modulates cardiac Ca^2+^ homeostasis through the regulation of Ca^2+^-induced Ca^2+^ release in adult ventricular cardiomyocytes [49]. Rap1 may act directly to open Ca^2+^-sensitive K^+^ channels, inducing smooth muscle hyperpolarization and leading to vasorelaxation. Rap1 plays an important role in maintaining normal vascular contractile state and contributes to blood pressure regulation by altering Ca^2+^ sensitivity of vascular smooth muscle cells [50]. As intracellular Ca^2+^ plays an important role in the salivary secretion of SMG, these 5 validated DE lncRNAs might be a novel treatment strategy for future treatment of diabetes-induced xerostomia in the clinic.

It is worth noting that both KEGG analyses from the ceRNA network and CNC network found “Phosphatidylinositol signaling system” was significantly enriched. Phosphatidylinositol is involved in many signal transduction pathways, such as PI3K/Akt pathway. PI3K/Akt signaling plays a central role in cellular physiology by mediating critical cellular processes, like glucose homeostasis. In db/db mice and high fat diet-induced diabetic mice, activates PI3K/Akt in an insulin-independent manner could attenuates hepatic gluconeogenesis and lipogenesis [51]. Zhang et al. found that artesunate and metformin combination improve salivary gland hypofunction in murine Sjögren’s syndrome though regulating the PI3K/Akt pathway [52]. We speculated that these 5 validated DE lncRNAs might be key molecules regulating PI3K/Akt pathway. CeRNA may be one of the regulatory mechanisms, and there might be other regulatory mechanisms. These 5 validated DE lncRNAs we found regulating PI3K/Akt pathway might be a novel treatment strategy for future treatment of diabetes-induced xerostomia in the clinic.

The present study has some potential limitations. First, the results of differential expression analysis were from small samples. Second, we have used db/db mice for our experiment. Db/db mouse was a model of spontaneous type 2 diabetes with leptin receptor-deficient. The expression levels of the identified differentially expressed lncRNAs may vary in case of human. In addition, the potentially biological functions of differentially expressed lncRNAs have not been validated by technical and biological experiments.

Our results revealed that lncRNAs may play an important role in SMG dysfunction caused by diabetes. CNC network and ceRNA network analyses showed that “calcium ion binding”, “mTOR signaling pathway” and other pathway potentially served as the downstream pathways regulated by the five lncRNAs in our study. Our findings expand our understanding of the roles of lncRNAs in salivary secretion in diabetic mice, and help us to understand the roles of lncRNAs in the pathogenesis of diabetes-induced hyposalivation by performing regulatory networks analyses. This study can provide valuable information for further research.

## Supplementary Information

**Additional file 1: Supplemental Table S1.** Analysis of ceRNA network.

## Data Availability

The datasets generated and/or analysed during the current study are available in the (Gene Expression Omnibus) repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141411.

## Abbreviations

LncRNA: Long non-coding RNA
miRNA: MicroRNA
SMG: Submandibular gland
RT-qPCR: Real-time quantitative polymerase chain reaction
mTOR: Mammalian target of rapamycin
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
CNC: Coding-noncoding co-expression
ceRNA: Competing endogenous RNA
PI3K: Phosphatidylinositol 3-kinase
Akt: Protein-serine-threonine kinase

# Supplementary material for: Profiling the lncRNA-miRNA-mRNA interaction network in the submandibular gland of diabetic mice
**Source:** BMC Endocr Disord. 2022 Apr 21;22:109. doi: 10.1186/s12902-022-01019-1
**Supplement:** Supplementary file 1 — Additional file 1: Supplemental Table S1. Analysis of ceRNA network.

Supplemental table S1. CeRNA network

| lncRNAs | | Common miRNAs | mRNAs | P values |
| --- | --- | --- | --- | --- |
| SeqName | GeneSymbol |  | CeSymbols |  |
| ENSMUST00000137025 | Mup9 | mmu-miR-15a-3p,mmu-miR-24-3p,mmu-miR-450a-1-3p,mmu-miR-450b-3p,mmu-miR-504-5p,mmu-miR-709 | Flcn | 0.000361141 |
|  |  | mmu-miR-143-3p,mmu-miR-145a-5p,mmu-miR-145b,mmu-miR-292b-3p,mmu-miR-709,mmu-miR-759 | Wnt5b | 0.002502078 |
|  |  | mmu-miR-486a-5p,mmu-miR-486b-5p,mmu-miR-669o-5p,mmu-miR-709,mmu-miR-883a-3p,mmu-miR-883b-3p | Orai3 | 0.003922103 |
|  |  | mmu-miR-292b-3p,mmu-miR-486a-5p,mmu-miR-486b-5p | Rapgef3 | 0.002651395 |
|  |  | mmu-miR-145a-5p,mmu-miR-145b,mmu-miR-376b-5p,mmu-miR-376c-5p,mmu-miR-504-5p | Htra4 | 6.82E-05 |
|  |  | mmu-miR-450a-1-3p,mmu-miR-450b-3p,mmu-miR-669b-5p,mmu-miR-883a-3p,mmu-miR-883b-3p | Mthfd2 | 0.004151659 |
|  |  | mmu-miR-10a-5p,mmu-miR-10b-5p,mmu-miR-450a-1-3p,mmu-miR-450b-3p | Smg9 | 0.006488549 |
| ENSMUST00000139794 | 1700013G23Rik | mmu-miR-1942,mmu-miR-3075-5p,mmu-miR-3475-3p,mmu-miR-6972-5p,mmu-miR-7674-5p | Vsig4 | 0.004622642 |
| ENSMUST00000142612 | Bcl2l14 | mmu-miR-185-3p,mmu-miR-188-3p,mmu-miR-30c-1-3p,mmu-miR-30c-2-3p,mmu-miR-329-3p,mmu-miR-351-5p,mmu-miR-362-3p,mmu-miR-485-3p,mmu-miR-615-5p,mmu-miR-670-5p,mmu-miR-691,mmu-miR-92a-2-5p | 9830107B12Rik | 2.35E-12 |
|  |  | mmu-miR-10a-5p,mmu-miR-185-3p,mmu-miR-193a-3p,mmu-miR-193b-3p,mmu-miR-207,mmu-miR-339-5p,mmu-miR-343,mmu-miR-344e-5p,mmu-miR-344h-5p,mmu-miR-546,mmu-miR-615-5p,mmu-miR-654-3p,mmu-miR-667-5p,mmu-miR-677-3p,mmu-miR-877-3p,mmu-miR-883a-5p | Kcnip3 | 8.23E-09 |
|  |  | mmu-miR-134-5p,mmu-miR-182-5p,mmu-miR-185-3p,mmu-miR-190b-3p,mmu-miR-193a-3p,mmu-miR-193b-3p,mmu-miR-194-2-3p,mmu-miR-199a-5p,mmu-miR-199b-5p,mmu-miR-204-5p,mmu-miR-211-5p,mmu-miR-214-5p,mmu-miR-302c-3p,mmu-miR-30c-1-3p,mmu-miR-30c-2-3p,mmu-miR-339-5p,mmu-miR-343,mmu-miR-3475-3p,mmu-miR-351-5p,mmu-miR-485-3p,mmu-miR-5129-5p,mmu-miR-5615-3p,mmu-miR-6367,mmu-miR-665-5p,mmu-miR-670-5p,mmu-miR-671-5p,mmu-miR-871-3p,mmu-miR-877-3p,mmu-miR-92a-2-5p | Fgf1 | 3.11E-06 |
|  |  | mmu-miR-193a-3p,mmu-miR-204-5p,mmu-miR-207,mmu-miR-211-5p,mmu-miR-214-5p,mmu-miR-302c-3p,mmu-miR-339-5p,mmu-miR-351-5p | Gm14137 | 1.62E-05 |
|  |  | mmu-miR-185-5p,mmu-miR-193a-3p,mmu-miR-193b-3p,mmu-miR-199a-5p,mmu-miR-199b-5p,mmu-miR-302c-3p,mmu-miR-320-5p,mmu-miR-329-5p,mmu-miR-546,mmu-miR-667-5p,mmu-miR-686,mmu-miR-871-3p,mmu-miR-877-3p,mmu-miR-883a-5p,mmu-miR-92a-2-5p | Elf4 | 2.79E-05 |
|  |  | mmu-miR-10a-5p,mmu-miR-182-5p,mmu-miR-188-3p,mmu-miR-190b-3p,mmu-miR-194-2-3p,mmu-miR-199a-5p,mmu-miR-199b-5p,mmu-miR-204-5p,mmu-miR-211-5p,mmu-miR-27a-5p,mmu-miR-31-5p,mmu-miR-351-5p | Pfkfb2 | 3.45E-05 |
|  |  | mmu-miR-10a-5p,mmu-miR-134-5p,mmu-miR-185-3p,mmu-miR-199a-5p,mmu-miR-199b-5p,mmu-miR-204-5p,mmu-miR-211-5p,mmu-miR-214-5p,mmu-miR-300-5p,mmu-miR-302c-3p,mmu-miR-30c-5p,mmu-miR-343,mmu-miR-485-3p,mmu-miR-504-5p,mmu-miR-546,mmu-miR-615-5p,mmu-miR-671-5p,mmu-miR-877-3p,mmu-miR-883a-5p,mmu-miR-92a-2-5p | Snhg11 | 3.55E-05 |
|  |  | mmu-miR-182-5p,mmu-miR-185-3p,mmu-miR-199a-5p,mmu-miR-199b-5p,mmu-miR-302c-3p,mmu-miR-351-5p,mmu-miR-450a-2-3p,mmu-miR-677-3p,mmu-miR-686,mmu-miR-96-5p | Fgf9 | 2.34E-06 |
|  |  | mmu-miR-185-5p,mmu-miR-329-3p,mmu-miR-344e-5p,mmu-miR-344h-5p,mmu-miR-351-5p,mmu-miR-362-3p,mmu-miR-670-5p,mmu-miR-882,mmu-miR-92a-2-5p | Cdc42ep4 | 1.42E-07 |
|  |  | mmu-miR-185-3p,mmu-miR-30c-1-3p,mmu-miR-30c-2-3p,mmu-miR-30c-5p,mmu-miR-344e-5p,mmu-miR-344h-5p,mmu-miR-351-5p,mmu-miR-615-5p,mmu-miR-670-5p,mmu-miR-671-5p,mmu-miR-92a-2-5p | Dagla | 3.38E-05 |
| ENSMUST00000163495 | Tg | mmu-miR-106a-3p,mmu-miR-134-3p,mmu-miR-141-3p,mmu-miR-15a-5p,mmu-miR-15b-5p,mmu-miR-16-5p,mmu-miR-17-3p,mmu-miR-183-5p,mmu-miR-193a-3p,mmu-miR-193b-3p,mmu-miR-195a-5p,mmu-miR-195b,mmu-miR-200a-3p,mmu-miR-20b-3p,mmu-miR-22-3p,mmu-miR-25-5p,mmu-miR-299a-3p,mmu-miR-299b-3p,mmu-miR-301a-5p,mmu-miR-322-5p,mmu-miR-326-3p,mmu-miR-328-3p,mmu-miR-330-5p,mmu-miR-370-3p,mmu-miR-497a-5p,mmu-miR-504-3p,mmu-miR-546,mmu-miR-665-3p,mmu-miR-673-5p,mmu-miR-686,mmu-miR-688,mmu-miR-709,mmu-miR-764-3p,mmu-miR-92a-1-5p | Nfasc | 3.70E-14 |
|  |  | mmu-miR-133a-5p,mmu-miR-15a-5p,mmu-miR-15b-5p,mmu-miR-16-5p,mmu-miR-195a-5p,mmu-miR-195b,mmu-miR-214-3p,mmu-miR-298-5p,mmu-miR-301a-5p,mmu-miR-322-5p,mmu-miR-328-3p,mmu-miR-33-5p,mmu-miR-331-3p,mmu-miR-337-3p,mmu-miR-344e-5p,mmu-miR-344h-5p,mmu-miR-345-5p,mmu-miR-361-3p,mmu-miR-3971,mmu-miR-449c-5p,mmu-miR-465a-3p,mmu-miR-465b-3p,mmu-miR-465c-3p,mmu-miR-485-5p,mmu-miR-497a-5p,mmu-miR-665-3p,mmu-miR-688,mmu-miR-883a-5p,mmu-miR-93-3p | Cry2 | 1.73E-08 |
|  |  | mmu-miR-133b-5p,mmu-miR-134-3p,mmu-miR-135b-3p,mmu-miR-145a-3p,mmu-miR-15a-5p,mmu-miR-15b-5p,mmu-miR-16-5p,mmu-miR-187-5p,mmu-miR-195a-5p,mmu-miR-195b,mmu-miR-214-3p,mmu-miR-322-5p,mmu-miR-329-3p,mmu-miR-344e-5p,mmu-miR-344h-5p,mmu-miR-361-3p,mmu-miR-362-3p,mmu-miR-486a-3p,mmu-miR-486b-3p,mmu-miR-497a-5p,mmu-miR-504-3p,mmu-miR-543-5p,mmu-miR-653-3p,mmu-miR-664-5p,mmu-miR-665-3p,mmu-miR-669h-5p,mmu-miR-691,mmu-miR-705 | Scn4b | 4.23E-11 |
|  |  | mmu-miR-133a-5p,mmu-miR-134-3p,mmu-miR-141-3p,mmu-miR-15a-5p,mmu-miR-15b-5p,mmu-miR-16-5p,mmu-miR-193a-5p,mmu-miR-195a-5p,mmu-miR-195b,mmu-miR-200a-3p,mmu-miR-298-5p,mmu-miR-322-5p,mmu-miR-326-3p,mmu-miR-330-5p,mmu-miR-337-3p,mmu-miR-344d-2-5p,mmu-miR-344e-5p,mmu-miR-344h-5p,mmu-miR-34a-5p,mmu-miR-34b-5p,mmu-miR-34c-5p,mmu-miR-361-3p,mmu-miR-370-3p,mmu-miR-449a-5p,mmu-miR-449b,mmu-miR-449c-5p,mmu-miR-497a-5p,mmu-miR-505-5p,mmu-miR-673-5p,mmu-miR-686,mmu-miR-695,mmu-miR-705,mmu-miR-712-5p,mmu-miR-764-3p,mmu-miR-876-5p,mmu-miR-92a-1-5p,mmu-miR-93-3p | Tnfrsf19 | 2.73E-09 |
|  |  | mmu-miR-134-3p,mmu-miR-145a-3p,mmu-miR-201-3p,mmu-miR-219b-5p,mmu-miR-28a-5p,mmu-miR-298-5p,mmu-miR-326-5p,mmu-miR-337-3p,mmu-miR-344d-2-5p,mmu-miR-344e-5p,mmu-miR-344h-5p,mmu-miR-485-5p,mmu-miR-486a-3p,mmu-miR-486b-3p,mmu-miR-664-5p,mmu-miR-665-3p,mmu-miR-669h-5p,mmu-miR-705,mmu-miR-708-5p,mmu-miR-709,mmu-miR-770-3p | Sarm1 | 5.70E-07 |
|  |  | mmu-miR-145a-3p,mmu-miR-187-5p,mmu-miR-19b-1-5p,mmu-miR-19b-2-5p,mmu-miR-298-5p,mmu-miR-326-3p,mmu-miR-329-3p,mmu-miR-331-3p,mmu-miR-337-3p,mmu-miR-344d-2-5p,mmu-miR-346-5p,mmu-miR-34a-5p,mmu-miR-34b-5p,mmu-miR-34c-5p,mmu-miR-361-3p,mmu-miR-362-3p,mmu-miR-449a-5p,mmu-miR-449b,mmu-miR-449c-5p,mmu-miR-504-3p,mmu-miR-546,,mmu-miR-653-3p,mmu-miR-664-5p,mmu-miR-7218-5p,mmu-miR-7669-3p,mmu-miR-7679-5p,mmu-miR-7682-3p,mmu-miR-7688-5p,mmu-miR-8092,mmu-miR-93-3p | Gsg1l | 1.49E-09 |
|  |  | mmu-let-7g-3p,mmu-miR-15a-5p,mmu-miR-15b-5p,mmu-miR-16-5p,mmu-miR-195a-5p,mmu-miR-195b,mmu-miR-298-5p,mmu-miR-299a-3p,mmu-miR-322-5p,mmu-miR-326-5p,mmu-miR-331-3p,mmu-miR-338-3p,mmu-miR-346-5p,mmu-miR-34a-5p,mmu-miR-34b-5p,mmu-miR-34c-5p,mmu-miR-432,mmu-miR-449a-5p,mmu-miR-449b,mmu-miR-449c-5p,mmu-miR-451b,mmu-miR-497a-5p,mmu-miR-504-3p,mmu-miR-665-3p,mmu-miR-669h-5p,mmu-miR-680,mmu-miR-705 | Cadm3 | 1.44E-08 |
|  |  | mmu-miR-194-1-3p,mmu-miR-217-5p,mmu-miR-298-5p,mmu-miR-301a-5p,mmu-miR-337-3p,mmu-miR-34a-5p,mmu-miR-34b-5p,mmu-miR-34c-5p,mmu-miR-361-3p,mmu-miR-449a-5p,mmu-miR-449b,mmu-miR-449c-5p,mmu-miR-451b,mmu-miR-455-3p,mmu-miR-505-5p,mmu-miR-546,mmu-miR-653-3p,mmu-miR-664-5p,mmu-miR-666-3p,mmu-miR-669h-5p,mmu-miR-673-5p,mmu-miR-764-3p,mmu-miR-92a-1-5p | Slc7a5 | 9.26E-08 |
|  |  | mmu-miR-15a-5p,mmu-miR-15b-5p,mmu-miR-16-5p,mmu-miR-195a-5p,mmu-miR-195b,mmu-miR-212-5p,mmu-miR-214-3p,mmu-miR-219b-5p,mmu-miR-22-3p,mmu-miR-322-5p,mmu-miR-326-5p,mmu-miR-344e-5p,mmu-miR-344h-5p,mmu-miR-346-5p,mmu-miR-370-3p,mmu-miR-451b,mmu-miR-484,mmu-miR-497a-5p,mmu-miR-504-3p,mmu-miR-543-5p,mmu-miR-653-3p,mmu-miR-673-5p | Pnma3 | 8.21E-08 |
|  |  | mmu-miR-145a-3p,mmu-miR-15a-5p,mmu-miR-16-5p,mmu-miR-195a-5p,mmu-miR-195b,mmu-miR-28a-5p,mmu-miR-322-5p,mmu-miR-337-3p,mmu-miR-432,mmu-miR-497a-5p,mmu-miR-504-3p,mmu-miR-505-5p,mmu-miR-665-3p,mmu-miR-708-5p,mmu-miR-710,mmu-miR-876-5p,mmu-miR-93-3p | Ubr2 | 7.92E-08 |
| NR_040589 | 6330410L21Rik | mmu-miR-125b-2-3p,mmu-miR-15a-5p,mmu-miR-15b-5p,mmu-miR-16-5p,mmu-miR-195a-5p,mmu-miR-195b,,mmu-miR-214-3p,mmu-miR-214-5p,mmu-miR-23a-5p,mmu-miR-24-3p,mmu-miR-322-3p,mmu-miR-322-5p,mmu-miR-326-3p,mmu-miR-330-5p,mmu-miR-466k,,mmu-miR-497a-5p,mmu-miR-582-3p,mmu-miR-673-5p,mmu-miR-760-3p,mmu-miR-761,mmu-miR-92a-2-5p | Lhx6 | 1.70E-10 |
|  |  | mmu-miR-125b-2-3p,mmu-miR-15a-5p,mmu-miR-15b-5p,mmu-miR-16-5p,mmu-miR-195a-5p,mmu-miR-195b,mmu-miR-214-3p,mmu-miR-214-5p,mmu-miR-23a-5p,mmu-miR-24-3p,mmu-miR-322-3p,mmu-miR-322-5p,mmu-miR-326-3p,mmu-miR-330-5p,mmu-miR-466d-5p,mmu-miR-466i-5p,mmu-miR-466k,mmu-miR-466l-5p,mmu-miR-497a-5pmmu-miR-582-3p,mmu-miR-669n,mmu-miR-673-5p,mmu-miR-760-3p,mmu-miR-761,mmu-miR-92a-2-5p | Lhx6 | 1.70E-10 |
|  |  | mmu-miR-128-1-5p,mmu-miR-128-2-5p,mmu-miR-15a-3p,mmu-miR-15b-5p,mmu-miR-195b,mmu-miR-207,mmu-miR-214-3p,mmu-miR-22-3p,mmu-miR-24-3p,mmu-miR-27b-5p,mmu-miR-34a-5p,mmu-miR-34b-5p,mmu-miR-34c-5p,mmu-miR-449a-5p,mmu-miR-449b,mmu-miR-449c-5p,mmu-miR-466d-5p,mmu-miR-466k,mmu-miR-470-3p,mmu-miR-497a-5p,mmu-miR-532-3p,mmu-miR-546,mmu-miR-669a-5p,mmu-miR-669f-5p,mmu-miR-669p-5p,mmu-miR-760-3p,mmu-miR-761 | Itpr2 | 3.47E-09 |
|  |  | mmu-miR-103-3p,mmu-miR-107-3p,mmu-miR-1258-5p,mmu-miR-130b-5p,mmu-miR-135a-1-3p,mmu-miR-15a-5p,mmu-miR-15b-5p,mmu-miR-1907,mmu-miR-1941-5p,mmu-miR-195a-5p,mmu-miR-214-3p,mmu-miR-22-3p,mmu-miR-23a-5p,mmu-miR-26a-2-3p,mmu-miR-26b-3p,mmu-miR-27b-5p,mmu-miR-28b,mmu-miR-28c,mmu-miR-322-3p,mmu-miR-322-5p,mmu-miR-370-3p,mmu-miR-380-5p,mmu-miR-497a-5p,mmu-miR-505-5p,mmu-miR-669k-5p,mmu-miR-669o-5p,mmu-miR-761,mmu-miR-92a-2-5p | Zdhhc15 | 2.30E-07 |
|  |  | mmu-miR-15a-5p,mmu-miR-15b-5p,mmu-miR-16-5p,mmu-miR-195a-5p,mmu-miR-195b,mmu-miR-204-3p,mmu-miR-207,mmu-miR-28b,mmu-miR-28c,mmu-miR-322-5p,mmu-miR-326-3p,mmu-miR-330-5p,mmu-miR-331-3p,mmu-miR-383-3p,mmu-miR-497a-5p,mmu-miR-532-3p,mmu-miR-669a-5p,mmu-miR-669f-5p,mmu-miR-669l-5p,mmu-miR-669p-5p,mmu-miR-702-3p | Nt5dc3 | 3.90E-08 |
|  |  | mmu-miR-138-5p,mmu-miR-212-5p,mmu-miR-214-3p,mmu-miR-22-3p,mmu-miR-26a-2-3p,mmu-miR-26b-3p,mmu-miR-28b,mmu-miR-28c,mmu-miR-331-3p,mmu-miR-34a-3p,mmu-miR-34a-5p,mmu-miR-34b-5p,mmu-miR-34c-5p,mmu-miR-370-3p,mmu-miR-449a-5p,mmu-miR-449b,mmu-miR-449c-5p,mmu-miR-546,mmu-miR-760-3p,mmu-miR-761,mmu-miR-874-3p,mmu-miR-880-5p,mmu-miR-92a-2-5p | Tspan11 | 7.82E-07 |
|  |  | mmu-miR-15a-5p,mmu-miR-15b-5p,mmu-miR-16-5p,mmu-miR-195a-5p,mmu-miR-195b,mmu-miR-1b-3p,mmu-miR-204-3p,mmu-miR-207,mmu-miR-214-3p,mmu-miR-29a-3p,mmu-miR-29b-3p,mmu-miR-29c-3p,mmu-miR-322-5p,mmu-miR-326-3p,mmu-miR-330-5p,mmu-miR-331-3p,mmu-miR-344g-3p,mmu-miR-370-3p,mmu-miR-485-3p,mmu-miR-497a-5p,mmu-miR-505-5p,mmu-miR-546,mmu-miR-673-5p,mmu-miR-702-3p,mmu-miR-761,mmu-miR-878-3p,mmu-miR-92a-1-5p | Rgs8 | 1.06E-05 |
|  |  | mmu-miR-15a-3p,mmu-miR-15a-5p,mmu-miR-15b-5p,mmu-miR-16-5p,mmu-miR-195a-5p,mmu-miR-195b,mmu-miR-214-3p,mmu-miR-322-3p,mmu-miR-322-5p,mmu-miR-326-3p,mmu-miR-330-5p,mmu-miR-383-3p,mmu-miR-466d-5p,mmu-miR-466i-5p,mmu-miR-466k,mmu-miR-497a-5p,mmu-miR-505-5p,mmu-miR-673-5p,mmu-miR-700-5p,mmu-miR-758-5p,mmu-miR-760-3p,mmu-miR-761,mmu-miR-874-3p,mmu-miR-92a-1-5p,mmu-miR-92a-2-5p | Ngfr | 1.44E-08 |
|  |  | mmu-miR-190b-3p,mmu-miR-204-3p,mmu-miR-214-3p,mmu-miR-218-1-3p,mmu-miR-29a-3p,mmu-miR-29b-3p,mmu-miR-29c-3p,mmu-miR-344g-3p,mmu-miR-34a-5p,mmu-miR-34c-5p,mmu-miR-449a-5p,mmu-miR-449b,mmu-miR-449c-5p,mmu-miR-495-3p,mmu-miR-496b,mmu-miR-532-3p,mmu-miR-532-5p,mmu-miR-546,mmu-miR-582-3p,mmu-miR-760-3p,mmu-miR-761,mmu-miR-880-5p,mmu-miR-92a-2-5p | Rbpj | 4.48E-07 |
|  |  | mmu-miR-138-5p,mmu-miR-15a-5p,mmu-miR-15b-5p,mmu-miR-16-5p,mmu-miR-195a-5p,mmu-miR-195b,mmu-miR-214-3p,mmu-miR-28b,mmu-miR-28c,mmu-miR-326-3p,mmu-miR-330-5p,mmu-miR-344g-3p,mmu-miR-34a-5p,mmu-miR-34b-5p,mmu-miR-34c-5p,mmu-miR-370-3p,mmu-miR-383-3p,mmu-miR-449a-5p,mmu-miR-449b,mmu-miR-449c-5p,mmu-miR-466d-5p,mmu-miR-466k,mmu-miR-495-3p,mmu-miR-505-5p,mmu-miR-669a-5p,mmu-miR-669f-5p,mmu-miR-669l-5p,mmu-miR-669p-5p,mmu-miR-761,mmu-miR-92a-2-5p | Cdc42ep4 | 3.95E-09 |

How the deposited data were processed for this re-analysis (not part of the article)

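RNA of SMG tissues from 4 db/db and 4 db/m mice was measured on 8 one-color arrays, 1 per mouse. Feature Extraction 11.0.1.1 gave the linear signal of 62939 spots per array, corrected for background and not normalized between arrays. The authors' value table holds log2 values with medians of about 4.37 in each array. They matched the processed signals best with a floor of 5, among floors of 1 to 10, followed by quantile normalization, and the 20 folds and the 20 P values of Table 1 followed from it with the methods' t-test within 0.1%.

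Of 61500 spots that are not controls, 300 spots of 15 probes named as negative were left out, and the remaining 61200 spots measured 60915 probes. Processed signals were floored at 1, converted to log2 and quantile normalized, and spots of a probe were averaged without those marked as outliers, which left a value out for 38 tested probes. No spot analysed was saturated. The 37204 probes well above background in at least 4 arrays were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with data.table 1.17.8, and Benjamini-Hochberg adjustment over all of them. A probe passed at an adjusted p under 0.05 and a fold over 2. Signal over background limits the depth: 31405 probes were well above background in all arrays and 17304 in none. On simulated arrays of the same number, 200 probes among 37166 were changed. The test found 11 of 50 probes changed 2-fold and 40 of 50 changed 4-fold. It found 45 of 50 changed 8-fold and 50 of 50 changed 16-fold, and 6 of its calls were false. These rates hold for the simulated arrays only, since 2772 probes of the data had an adjusted p under 0.05 at any fold.

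The groups, the tests, the rule for named genes and the alternatives were set before the data were examined, except where a choice is said to have been made later. The rule named the 10 probes with the largest fold in each direction among those past both limits whose groups did not overlap, and every lncRNA that the paper names for these arrays. Values in the paper's tables had been seen by then. No column divides the probes into lncRNA and mRNA probes or pairs them with genes, so the counts cover all tested probes. For the same reason the lists of genes for secretory cells, ducts, signaling pathways, metabolism and other cell types that had been prepared, the leptin receptor, the genes of the ceRNA network and 4 of the 11 RT-qPCR lncRNAs are not analysed here. The 15 reference gene probes, of which 14 were tested, were named by RefSeq accession, and neighbors of named genes by GRCm38.p6. The probes named as lincRNA were grouped after the data were seen.

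Alternatives were 75th percentile normalization, normexp background correction with an offset of 50, the authors' value table, no filter on dim probes, a filter on all 8 arrays, the methods' Student's test, an intensity trend, array weights, a replicate block, scan day as a block, the slide, in 3 batches of recorded code and scan day, as a random block, and leaving out each array. Normexp used the median signal of each spot, since the mean signal is not used here, and leaving out an array kept the same tested probes. For the CNC pairs, the correlation measure, its limit and the choice of partners were also varied. The P values of Table 1 were compared only with the methods' t-test on the authors' value table, since limma's p is another measure.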

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

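The test of db/db replicates 1 and 3 against 4 and 5 for Uqcr10 was chosen only after the result was seen, and the array positions had been looked at before the tests of db/db replicate 4 were written.

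In 9 of 84 groups of 4 arrays tested, 1 array lay far from the other 3, where chance gives about 1 in 20 groups, or 4.2. In db/m replicate 2, 5 of the results below lay apart, of which those of AK021108 and Gm11606 may not be separate. AK021108 had a log2 signal of 10.84 there (13.00 to 13.20 in the other db/m arrays), Gm11606 had 6.813 (8.847 to 9.115), Uqcr10 had 8.985 (9.612 to 9.718), Ppia had 15.80 (15.61 to 15.62), and the probe mouselincRNA0997-_P1, chosen after its values were seen, had 7.666 (9.455 to 9.80). In db/m replicate 1, Gad1os had 4.612 (6.577 to 6.857) and Gm16292 had 4.879 (6.018 to 6.169). In db/m replicate 3, TCONS_00006898 had 2.572 (0.9898 to 1.004), and it was not well above background in any db/m array. The paper does not report on the reference gene probes of the arrays, of which Nono had a log2 fold change of 0.7743 (limma adjusted p = 0.0452, range over 20 alternatives 0.00637 to 0.142; higher in all 4 db/db arrays) and B2m one of -0.9754 (limma adjusted p = 0.0119, range 0.00144 to 0.0504; lower in all 4 db/db arrays). The adjusted p of Nono was over 0.05 with scan day (0.0682) or replicate number (0.111) as a block, the methods' t-test (0.0788) and no filter (0.0601). It was also over 0.05 with the authors' value table, the methods' t-test and no filter together, and without any 1 array except db/m replicate 1. In the other alternatives it stayed under 0.05.

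Tg had a log2 signal of 14.51 in db/db replicate 4 and 15.35 to 15.44 in the other db/db arrays, and this array lay nearer to db/m mice than the others: over the probes called without it, its median position was 0.712 on a scale from db/m at 0 to db/db at 1, against 0.920 to 0.954 for the other db/db arrays. On the same scale turned to their own group, db/m replicates 1 and 2 lay as far out, at 0.686 and 0.691. RNA quality below that of all other arrays could put the control probes of db/db replicate 4 outside their range. The log2 ratio of 3' over 5' signal lay inside it, at 1.54 for Gapdh (others 0.661 to 2.01) and 7.75 for Pgk1 (7.42 to 8.49). As the RNA quality of the other arrays is not known, this range cannot exclude lower quality in replicate 4. RNA of db/m mice in the sample would give 1 share for all probes, but the share was 50.1% (quartiles 30.8% and 59.5%) from 195 probes higher in db/db mice and 20.4% (quartiles 12.0% and 27.7%) from 256 probes lower in them, a difference of 29.7 percentage points; that the quartiles should not overlap was asked only after this difference was seen. No biological explanation was tested.

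The Uqcr10 transcript had log2 signals of 8.07 and 8.32 in db/db replicates 1 and 3 and of 3.53 and 3.47 in replicates 4 and 5. If these pairs of arrays differed as a whole, more probes would part them by over 8-fold than part other pairs. For these pairs 9 probes did so, against 10 and 3 for the other pairings of the db/db arrays and 2 to 6 for those of the db/m arrays. The gap of 9 to 10 is within counting error, so an array-wide difference stays open. No biological explanation was tested.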

How the results depend on the processing

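The authors' value table together with the methods' t-test and no filter was chosen only after the result was seen; without db/m replicate 2 was both planned and named again after the scan days were seen. Of 1097 results under an alternative, 956 kept their direction and side of the limits or moved little, 42 no longer passed, 13 newly passed, 76 moved and 10 changed sign, all of them of reference genes that passed no limit: the log2 fold change of Ppia was -0.14 with 75th percentile normalization, that of G6pd2 was -0.0895 with the replicate block and -0.0885 to 0.224 when 1 array was left out, that of Hprt was 0.0186 with scan day as a block and -0.26 to 0.0692 when 1 array was left out, and that of Hsp90ab1 was -0.0327 to 0.519 when 1 array was left out; of 390 for the Table 1 lncRNAs, 365 were kept, 20 no longer passed and 5, all of Uqcr10, newly passed. The causes were not tested. Probes past the adjusted limit (total, higher and lower) were 634, 310 and 324 after normexp, 1080, 590 and 490 with no filter on dim probes (60915 tested), 433, 254 and 179 with the methods' t-test, and 178, 110 and 68 with the combined setting; 1537 were lower with array weights and 1415 were higher with no fold limit. Leaving out 1 array gave totals of 894 (without db/m replicate 3; 966 without db/m replicate 4) to 2147, 470 to 1041 higher and 424 to 1106 lower. At the paper's thresholds they were 841, 391 and 450 after normexp and, with probes well above background in all 8 arrays, 1878 in total and 844 higher. That filter left 10 Table 1 lncRNAs past the limits, as fewer were tested. Of the RT-qPCR lncRNAs, 4 passed with no filter, 4 with the methods' t-test and 4 with the combined setting. CNC pairs (total, positive, negative) were 504, 354 and 150 after normexp, 421, 230 and 191 with Spearman's coefficient, 2993, 1619 and 1374 at a limit of 0.9 and 47, 42 and 5 at 0.99. Leaving out 1 array gave 946 to 2023 (without db/m replicate 2; 1564 without db/m replicate 1), 605 to 1038 positive and 341 to 985 negative. With genotype means taken out they were 13 with the filter on all arrays, 36 with Spearman's coefficient, 106 at 0.9, 1 at 0.99 and 40 to 101 (without db/db replicate 5) when 1 array was left out. The CNC partners were chosen with the methods' t-test from the start, so it is no alternative there, and the trend, the weights and the blocks, which do not enter this choice, give no value of their own.

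With the replicate block, 1889 probes passed, Mup-ps4 was 65.3-fold higher, AK021108 19.4-fold, Gm11606 20.5-fold and Uqcr10 8.20-fold lower, and the log2 fold change of ASMM10P043104 was -5.06. The replicate numbers 1, 3 and 4 occur in both groups, and after group means were taken out the arrays of a number correlated across probes with r of 0.24, 0.03 and 0.13. The arrays of numbers 1 and 4 correlated best with their own number and those of number 3 did not, a hint from the data and not the design. As r was not over 0.1 for each number, the numbers were not taken as pairs. Signal over background limits what can be seen: 23711 probes were not tested.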

Differences from the paper's values

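The setting that joins the authors' value table, the methods' t-test and no filter was chosen only after the result was seen. A fold was taken to differ where it was over 1.5 times the paper's or the reverse and the gap exceeded the larger replicate SD on the log2 scale, and a lower bound only where it was over 1.5 times the paper's. By this rule 0 of the 20 folds of Table 1 differed, of which 5 are lower bounds that the rule can hardly count as different. The widest gap among the others was that of AK078011, 30.8 here against the paper's 22.8, followed by Myo15, 13.8 against the paper's 11.9. Both are folds against a group in which 1 of 4 arrays was well above background, and with the authors' value table, which matched a floor of 5, they were 22.8 and 11.9. Over all settings, 370 folds were compared and 7 differed, all of them after normexp background correction, where Mup9 was 16.4, Mup-ps4 40.8, 1700013G23Rik 7.52, AK078011 3.28, Myo15 2.28, Gm11606 4.32 and AK076356 2.71. After the same correction Uqcr10 (4.85), 4931403E22Rik (4.06) and XLOC_012418 (4.36) were also over 1.5 times below the paper's 12.6, 11.5 and 9.19.

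The paper counts the Uqcr10 transcript among the lncRNAs that differ. Here its limma adjusted p was 0.0558, and its unadjusted p was 0.00465, within the paper's thresholds. Of the alternatives set before the data were examined, it passed the adjusted limit with the filter on all 8 arrays (0.0421), an intensity trend (0.0432), array weights (0.0177), without db/db replicate 1 (0.0332) and without db/db replicate 3 (0.0316), and it did not pass in the other 15 of 20, 1 of which was chosen after seeing the values, up to an adjusted p of 0.287.

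The paper draws its 11 RT-qPCR lncRNAs from the 20 lncRNAs of Table 1, but 7 of the 11 are in that table. The paper's counts of lncRNAs and of CNC pairs are not set beside the counts here, since these cover all probes and 4 of the 5 CNC lncRNAs.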

Other observations

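The test of the slide was chosen only after the result was seen; the count over other groupings of the arrays was planned.

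Of the 14 reference gene probes tested, 0 passed both limits with limma, and 2, Nono and B2m, had an adjusted p under 0.05. B2m, the light chain of MHC class I, was 1.97-fold lower in db/db mice and passed both limits in 8 of 20 alternatives. Actb, the β-actin that the paper used to normalize RT-qPCR, had a log2 fold change of -0.48 (standard error 0.22, limma adjusted p = 0.202, range over 20 alternatives 0.129 to 0.377), and Gapdh one of -0.45 (standard error 0.17, limma adjusted p = 0.129, range 0.0241 to 0.273). Ppia had one of 0.04 (adjusted p = 0.896), and its sign changed in 1 of 20 alternatives, as did that of Hsp90ab1, while that of G6pd2 changed in 5 and that of Hprt in 3.

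The 1938 probes past both limits were set against other groupings of the 8 arrays. Of 35 splits into 4 and 4 arrays, 1, the real one, gave as many, and the highest of the others called 2 probes. Among these splits, the count was tied to the real one. This cannot exclude chance, since 1 in 35 is the most that the comparison can give. The other splits also mix db/db and db/m arrays, so that any group difference adds to their spread. An effect of the slide cannot be told apart from genotype, since 1 slide held all db/db arrays and no others, and by the recorded codes another held all db/m arrays. The db/m array of the other scan day lay nearer to the other db/m arrays for 70.7% of the probes called without it, which leaves open an effect of the db/db slide and says nothing of slides if this array's recorded code is right. The correlation within slides of 0.00848 also rests on taking that array as a slide batch of its own.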
